# RORβ modulates a gene program that is protective against articular cartilage damage

**DOI:** 10.1371/journal.pone.0268663

**Published:** 2022-10-13

**Authors:** Mi Ra Chang, Patrick R. Griffin

## Abstract

Osteoarthritis (OA) is the most prevalent chronic joint disease which increases in frequency with age eventually impacting most people over the age of 65. OA is the leading cause of disability and impaired mobility, yet the pathogenesis of OA remains unclear. Treatments have focused mainly on pain relief and reducing joint swelling. Currently there are no effective treatments to slow the progression of the disease and to prevent irreversible loss of cartilage. Here we demonstrate that stable expression of RORβ in cultured cells results in alteration of a gene program that is supportive of chondrogenesis and is protective against development of OA. Specifically, we determined that RORβ alters the ratio of expression of the FGF receptors FGFR1 (associated with cartilage destruction) and FGFR3 (associated with cartilage protection). Additionally, ERK1/2-MAPK signaling was suppressed and AKT signaling was enhanced. These results suggest a critical role for RORβ in chondrogenesis and suggest that identification of mechanisms that control the expression of RORβ in chondrocytes could lead to the development of disease modifying therapies for the treatment of OA.

## Introduction

Osteoarthritis (OA) is the most prevalent chronic degenerative joint disease where the risk of disease increases in with age and obesity [1–3]. OA occurs more commonly later in life, after years of mechanical wear and tear on cartilage, a tissue that lines and cushions joints. Most therapies target pain relief and currently there are no effective treatments to slow the progression of the disease. Disease progression eventually results in irreversible loss of cartilage and when articular cartilage is significantly degraded or completely lost, joint replacement surgery is the only option [4]. Although the correlation between aging and the development of OA is not completely understood, it is becoming clear that age-related changes in the musculoskeletal system, combined with mechanical injury and genetic factors all contribute to the pathogenesis of OA [5, 6]. Thus, uncovering the molecular mechanism of joint degeneration requires analysis of cartilage metabolism, chondrocyte senescence, and inflammation [7]. Such studies should lead to the identification of therapeutic targets for treating and preventing OA. Chondrocytes are critical to maintenance of articular cartilage where loss of chondrocytes leads to cartilage damage and this damage is often irreversible. Chondrocyte progenitor cells would be an ideal experimental model for the proposed studies, but markers for such cells are still unclear, and the expression level of several candidate markers such as Notch1 and SOX9 are not consistent on superficial zone (SZ), middle zone (MZ), and deep zone (DZ) of normal tissue and OA tissue [8]. Therefore, in the studies presented here we utilized MG63 cells to overcome these issues. MG63 cells are derived from an established sarcoma cell line and is an osteoblastic model to study bone cell viability, adhesion, and proliferation. Importantly, these cells express the mesenchymal stem cell markers Notch1 and SOX9 and are a well characterized osteoblast-like cell line which can drive development of OA.

It has been shown that controlled fibroblast growth factor (FGF) signaling is essential for the balance of articular cartilage metabolism, as evidenced by the fact that aberrant FGF signaling contributes to progression of OA [9]. FGFR1 signaling triggers upregulation of pro-inflammatory mediators, matrix metalloproteinases (MMPs), and alters anabolic activities of articular cartilage by inhibition of extracellular matrix (ECM) production and autophagy. Whereas FGFR3 signaling is cartilage protective mainly through the inhibition of pro-inflammatory mediators and hypertrophic differentiation, as well as reduced MMP expression. For this reason, FGFR1 antagonists and FGFR3 agonists are being pursued as potential therapeutic strategies for OA [10–12].

Nuclear receptors (NRs) represent a druggable superfamily of ligand-dependent transcription factors. The NR1F subfamily of NRs contains the retinoic acid receptor-related orphan receptors (RORs), which have homology to both the retinoic acid receptors (RARs) and the retinoid X receptors (RXRs) [13]. The ROR subfamily includes three major isoforms, RORα, RORβ, and RORγ. The physiological functions of RORα and RORγ have been well characterized and they have been shown to play roles in regulation of metabolism and inflammation while RORβ (NR1F2) has been significantly less well studied. RORβ is expressed in regions of the CNS that are involved in processing of sensory information and components of the mammalian clock, the suprachiasmatic nuclei, the retina, and the pineal gland. RORβ has been shown to play a critical role for the proliferation and differentiation of retinal cells in addition to the maintenance of circadian rhythms [14–16]. The clock gene *BMAL1* (brain and muscle Arnt-like protein 1), a target gene of the RORs, was reported that contributed to the maintenance of cartilage homeostasis [17, 18].

Recently, it was shown that RORβ plays a role in osteogenesis by impacting Runx2 target gene expression. Levels of RORβ inversely correlated with osteogenic potential suggesting that suppression of RORβ may drive osteoblastic mineralization. It was shown that RORβ and a subset of RORβ-regulated genes were increased in bone biopsies from post-menopausal women compared to pre-menopausal women suggesting a role for RORβ in human age-related bone loss [19]. Additionally, it was shown that the miR-219a-5p regulates RORβ during osteoblast differentiation and in age-related bone loss [20]. While RORβ^-/-^ mice display bone abnormalities, it was shown that deletion of RORβ was osteoprotective [21].

The main goal of this study was to determine if overexpressing RORβ in an osteoblast-like cell would inhibit the osteoblast phenotype while inducing a chondrogenic phenotype. Here we demonstrate that stable expression of the nuclear receptor RORβ in cultured cells results in alteration of a gene program that is supportive of chondrogenesis and protective against development of OA. Specifically, RORβ balances the expression of genes implicated in cartilage homeostasis such as altering FGFR signaling towards that favorable for cartilage stability. While it remains unclear how RORβ regulates the balance of FGFR1/3 expression and downstream signaling, the results presented here suggest RORβ is an important transcription factor involved in the control of a gene program that could prevent articular cartilage damage. Understanding the mechanism of RORβ control of this gene program could lead to the identification of novel therapeutics or drug targets for the prevention and/or treatment of OA.

## Materials and methods

### hRORβ/pLPCX construction and stable expressing transfection

Full length wild type human RORβ (NM_006914.3) was subcloned into the pLPCX retroviral vector (Clontech) using XhoI and NotI restriction enzymes (NEB) with forward primer 5’- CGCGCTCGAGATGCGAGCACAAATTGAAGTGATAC-‘3 and reverse primer 5’-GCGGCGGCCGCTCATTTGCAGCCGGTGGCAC-‘3. PCR product was obtained with Maxime PCR Premix (i-pfu) (Intron Biotechnologies). pLPCX vector was digested and then dephosphorylated before ligation using the Rapid DNA Dephos & Ligation Kit (Roche). Ampicillin resistance clones were verified using a 5’ sequencing primer 5’-AGCTGGTTTAGTGAACCGTCAGATC-3’ and 3’ sequencing primer 5’-ACCTACAGGTGGGGTCTTTCATTCCC-3’. Selected clone was linearized with AseI (NEB) restriction digestion and dephosphorylated with Antarctic Phosphatase (NEB) prior usage in transfection.

Human osteoblast-like MG-63 cells (ATCC CRL-1427^TM^) were maintained in EMEM (Eagle’s Minimum Essential Medium, ATCC) with 10% heat-inactivated fetal bovine serum (Invitrogen). Linearized hRORβ/pLPCX plasmid was transfected using lipid mediated transfection method (MG-63 transfection kit, Altogen Biosystems). 0.5 ug/ml of Puromycin was added into complete media for selection of stable expressing hRORβ/pLPCX in MG-63 cells. A clone expression high levels of RORβ and a mock-vector clone were used for the following experiments.

### mRNA sequencing analysis

Total RNA was extracted using a Qiagen Kit-74106. Total RNA was quantified using a Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA) and run on an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) for quality assessment. RNA samples of good quality with RNA integrity number (RIN) > 8.0 were further processed. A RNase-free working environment was maintained, and RNase-free tips, Eppendorf tubes, and plates were utilized for the subsequent steps. Messenger RNA was selectively isolated from total RNA (300 ng input) using poly-T oligos attached to magnetic beads and converted to sequence-ready libraries using the TruSeq stranded mRNA sample prep protocol (cat. #: RS-122-2101, Illumina, San Diego, CA). The final libraries were validated on the bioanalyzer DNA chips, and qPCR was quantified using primers that recognize the Illumina adaptors. The libraries were then pooled at equimolar ratios, quantified using qPCR, and loaded onto the NextSeq 500 flow cell at 1.8 pM final concentration. They were sequenced using the high-output, paired-end, 75-bp chemistry. Demultiplexed and quality filtered raw reads (fastq) generated from the NextSeq 500 were trimmed (adaptor sequences) using Flexbar 2.4 and aligned to the mouse reference database (mm9) using TopHat version 2.0.9 (Trapnell, et al.). HTseq-count version 0.6.1 was used to generate gene counts and differential gene expression analysis was performed using Deseq2 (Anders and Huber). We then identified genes that were significantly downregulated or upregulated (adjusted P < 0.05) in each comparison. The RNA-seq data is deposited in https://www.ncbi.nlm.nih.gov/geo/ GSE208277.

### Protein expression analysis

Protein was purified using RIPA lysis and extraction buffer (ThermoFisher Scientific) from MG-63 clones. Halt^TM^ Protease and phosphatase inhibitor cocktail (100X, ThermoFisher Scientific) were added into lysis buffer. To normalize the amount of cell lysate run on SDS-PAGE, BCA (Thermo Fisher Scientific) assay was used. Anti-ROR beta antibody (rabbit monoclonal EPR15552, abcam), anti-phospho ERK1/2 (D13.14.4E, CST), anti-ERK1/2 (L34F12, CST), anti-phospho AKT (D9E, CST), anti-AKT (40D4, CST), and anti-beta Actin (8H10D10, CST) antibodies were used for primary antibodies. IRDye 680RD and IRDye800CW were used for secondary antibodies. A LI-COR Odyssey system was used for fluorescence imaging. Anti- aggrecan Ab (6-B-4, abcam) was used for primary antibody and FITC-anti mouse Ab was used for secondary antibody. Cell sorting was performed using LSRII (BD Bioscience).

### Quantitative RT-PCR

Total RNA was extracted from RORβ OE/MG63 cells using RNeasy Plus Micro Kit (Qiagen), and the RNA was reverse transcribed using the ABI reverse transcription kit (Applied Biosystems/Thermo Fisher Scientific, Waltham MA). Quantitative PCR was performed with a 7900HT Fast Real Time PCR System (Applied Biosystems) using SYBR green (Roche). A list of primers used for these studies is shown in **S1 Table**. To measure the effect of IL1β stimulation, 2 nM ILβ (recombinant human IL-1β/IL-1F2, R&D system) was added to WT and RORB OE cells. After 24hr, total RNA was isolated and analyzed by qRT-PCR.

## Results and discussion

### Stable expression of human RORβ in MG63 cells

To determine if overexpressing RORβ in an osteoblast-like cell line would inhibit the osteoblast phenotype while inducing a chondrogenic phenotype MG63 cells were transfected with a pLPCX vector harboring the puromycin-resistance gene and human RORβ cDNA. The transfected cells were selected with puromycin and the expression of RORβ was analyzed by western blotting using an anti-human RORβ specific rabbit EPR1552 mAb with fluorescence imaging using a LI-COR system (**Fig 1A**). Anti-beta actin (8H10D10) was used as a protein loading control. Relative mRNA expression of hRORβ was determined for clones that survived selection (**Fig 1B**). One clone demonstrating high expression of RORβ was selected for all subsequent studies. The expression level of RORβ in this clone was confirmed monthly. A control cell line was generated by transfection of MG63 cells with the pLPCX vector devoid of RORβ and selection with puromycin to generate the wild-type (WT) clone. The WT clone line was used as a control for all studies presented.

**Fig 1:**
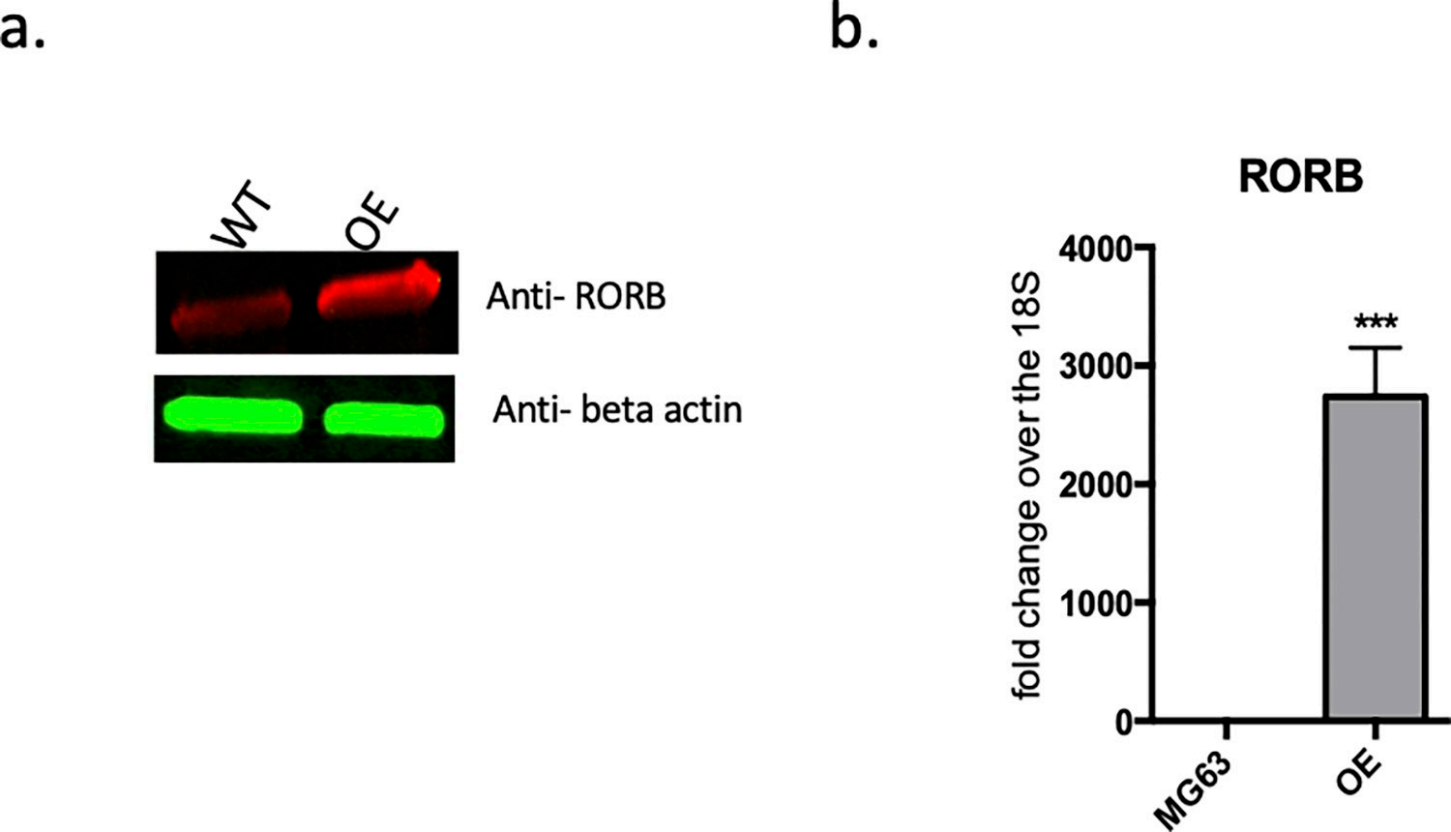
Selection of MG63 clone which is consistently over expressing hROR*β* in MG63 cells. hROR*β* was subcloned into pLPCX vector which was transfected into MG63 cells and selected by 1ug/mL of puromycin. hROR*β* was consistently overexpressing in MG63 that was confirmed by **a)** protein expression level and **b)** relative mRNA expression level. WT: mock vector (pLPCX) transfected MG63 cells, OE: Consistently over expressing of hROR*β* in MG63 cells.

### Differential gene expression (DEG) analysis

To investigate the biological function of RORβ in MG63 cells, RORβ OE-MG63 cells (cells overexpressing RORβ) and mock vector transfected MG63 cells (WT clone) were analyzed by mRNAseq. 

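RORβ OE cells and the WT clone, MG63 cells that carry the empty pLPCX vector, were compared by mRNAseq in 6 libraries, 3 per clone. MG63 is a human osteosarcoma line with features of osteoblasts. RORB mRNA, which encodes the nuclear receptor RORβ, was at 17.1 ± 2.14 CPM (SD, n = 3) in the OE libraries and at 1.15 ± 0.333 CPM (SD, n = 3) in the WT libraries, where CPM is the gene's count scaled by the library's TMM-adjusted total. This is a log2 fold change of 3.91 (standard error 0.22, adjusted p = 1.49e-07 from edgeR's quasi-likelihood test). The raw RORB counts were 37, 26 and 31 in WT replicates 1, 2 and 3, and 526, 589 and 557 in OE replicates 1, 2 and 3. RORB lies on chromosome 9 of GRCh38 from 74497365 to 74693177, and counts per gene do not part transcripts of the vector from those of the chromosomal gene. Mitochondrial transcripts made up 2.62%, 2.49% and 2.22% of the counts in the WT libraries and 0.837%, 0.600% and 0.602% in the OE libraries. The total counts per library were 27900627, 32813051 and 34683732 in WT and 25686819, 35213014 and 26006543 in OE. The paper describes the 3 libraries of a clone as independent biological replicates, but each arm holds 1 clone. The p-values therefore measure the spread between replicates of a clone, and a difference between clones cannot be parted from an effect of RORβ.
The authors prepared strand-specific libraries from poly(A) RNA, trimmed paired reads with Flexbar, aligned them with TopHat and counted reads per gene with HTSeq. The methods name a mouse reference (mm9), whereas the deposited tables list human gene symbols. The human build and the strand setting of the counting are not given in the sources used here. From the deposited counts of 46020 genes, 15897 passed edgeR's filter on low counts and were tested, after scaling the libraries by TMM factors. Adjusted p-values are Benjamini-Hochberg values over these genes, and a gene was called at an adjusted p under 0.05. Genes with 0 counts in all libraries of a clone are given as a lower bound, computed against 3 counts over that clone. Genes with 1 to 3 counts over a clone are given as a ratio with a 95% exact binomial interval. The bound and the interval cover counting error only, the bound that of the clone with 0 counts alone. The filter, the scaling and the bounds could each change the numbers. Lists of genes were written before the data were examined, but in part from the paper's text, which gives the direction of some members. Each list with at least 3 tested genes was also compared with all other genes by camera.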

Three independent biological replicates were processed and analyzed. 

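The 2 clones were far apart, and the 3 libraries of each clone lay together. On the 500 genes of highest variance, after the variance-stabilising transformation of DESeq2, the first principal component parted the clones and held 99.3% of the variance. The second held 0.504%. The Euclidean distance over all genes averaged 199 ± 3.35 (SD over 9 pairs) between an OE and a WT library. It averaged 43.1 among the WT libraries and 32.4 among the OE libraries. WT replicate 1 stood apart from the other WT libraries, with a distance of 45.8 to replicate 2 and 53.5 to replicate 3, against 30.0 between replicates 2 and 3. On the second component WT replicate 1 lay at 8.33, and WT replicates 2 and 3 lay at -3.33 and -5.27. Single genes show the same gap, of which the following were picked after their values were seen. CHI3L1, which encodes a secreted glycoprotein of inflamed joints, had 4487 counts in WT replicate 1 against 489 and 429 in replicates 2 and 3. DCN, which encodes the small proteoglycan decorin, had 10985 against 3797 and 3945 counts. BHLHE40, a hypoxia-responsive repressor of the clock, had 1201 against 343 and 342 counts. FOSL1, a subunit of the AP-1 transcription factor, went the other way, with 2457 against 6707 and 7197 counts. Pairs of libraries were compared to look for 1 library deposited more than once. The dispersion index of their counts was 11.5 or more in every pair, where sampling noise alone gives about 1. All 6 libraries were used.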

Principle component analysis results and a heatmap of the sample to sample distance are shown in **Fig 2A and 2B**. To investigate molecular pathways altered by RORβ expression, we analyzed log2 fold change of mRNA sequencing data using QIAGEN ingenuity pathway analysis (IPA) software with a P-value cutoff of 0.05. As shown in **Fig 2C**, cells overexpressing RORβ showed alteration in genes involved in signaling pathways associated with OA when compared with WT cells. 

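Genes of joint inflammation were mostly lower in RORβ OE cells than in the WT clone. Of 20 tested genes of osteoarthritis inflammation, 18 were lower and 2 were higher (18 and 2 when adjusted over the list alone), and the list as a whole was lower by camera (adjusted p = 1.11e-05). Its adjusted p = 0.280 with an estimated correlation. IL1B, the cytokine that drives cartilage breakdown, had 3146 counts over the WT libraries and 1 over the OE libraries, a ratio of 3735 (95% exact binomial interval 670 to 147582). The only OE count lay in replicate 1, and without that replicate IL1B was at least 870-fold lower. TLR4, the receptor for bacterial lipopolysaccharide, had no count in OE and was at least 443-fold lower. CXCL8, a chemokine that attracts neutrophils, fell by 10.97 on the log2 scale (standard error 0.34, adjusted p = 4.51e-09 from edgeR). Without OE replicate 1 it fell by 11.59. The 2 genes that rose were NOS2, the inducible nitric oxide synthase (log2 fold change 3.07, standard error 0.23, adjusted p = 1.28e-06), and PTGES, which makes prostaglandin E (2.26, standard error 0.26, adjusted p = 2.23e-05). TNF had no count in any library.
Of 15 tested genes of WNT signalling, 8 were lower, 4 were higher and 3 did not pass the test (9 lower and 4 higher when adjusted over the list alone; camera adjusted p = 0.244). Without WT replicate 1, 7 were higher. DKK1, a secreted WNT inhibitor, fell by 7.65 on the log2 scale (standard error 0.39, adjusted p = 8.44e-08). GREM1, a BMP antagonist of articular cartilage, was at least 302-fold lower. The higher members were FZD10, a WNT receptor (at least 133-fold), LEF1, WNT3A and WNT10B. FZD1, FZD7 and AXIN2 did not pass. LEF1, a transcription factor of the pathway, rose by 8.01 (standard error 0.37), with 8.80 without WT replicate 1 and 7.37 without WT replicate 3.
Over all genes tested, 6267 were higher and 6020 lower in OE, and 3610 did not pass. Of these, 3874 and 3719 differed by at least 2-fold. Higher genes made up 51.0% of the calls, and the median log2 fold change of the tested genes was 0.03. With limma on the authors' TPM (0.1 added), 8487 were higher and 4208 lower, 66.9% of the calls were higher and the median was 0.47. It was 0.40 with 1 added, and 0.17 with upper-quartile factors. With 1 added, the genes changed at least 2-fold, higher in OE, numbered 4506, and those changed at least 2-fold, lower in OE, numbered 2173. Among genes of at least 10 CPM, the largest rises included POU3F2 (at least 1161-fold), a transcription factor of the developing nervous system. The largest falls included SERPINB5, an epithelial serpin (at least 2604-fold), and EFS, a docking protein of SRC kinases (at least 1840-fold). Markers of mesenchymal cells moved with the inflammation list: of 24 tested, 21 were lower, 1 was higher and 2 did not pass (21 and 1 when adjusted over the list alone), with a camera adjusted p = 3.36e-07, and adjusted p = 0.287 with an estimated correlation. THY1, a surface marker of stromal cells, had 11398 counts in WT and 2 in OE, a ratio of 6767 (95% exact binomial interval 1873 to 55880), and was at least 3153-fold lower without OE replicate 1. TWIST1, the member that rose (0.70, adjusted p = 0.0225), did not pass without WT replicate 2 or 3 or without OE replicate 2 (adjusted p of 0.0712, 0.0567 and 0.0711). PRRX1 and CALD1 did not pass.

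**Figure D1:**
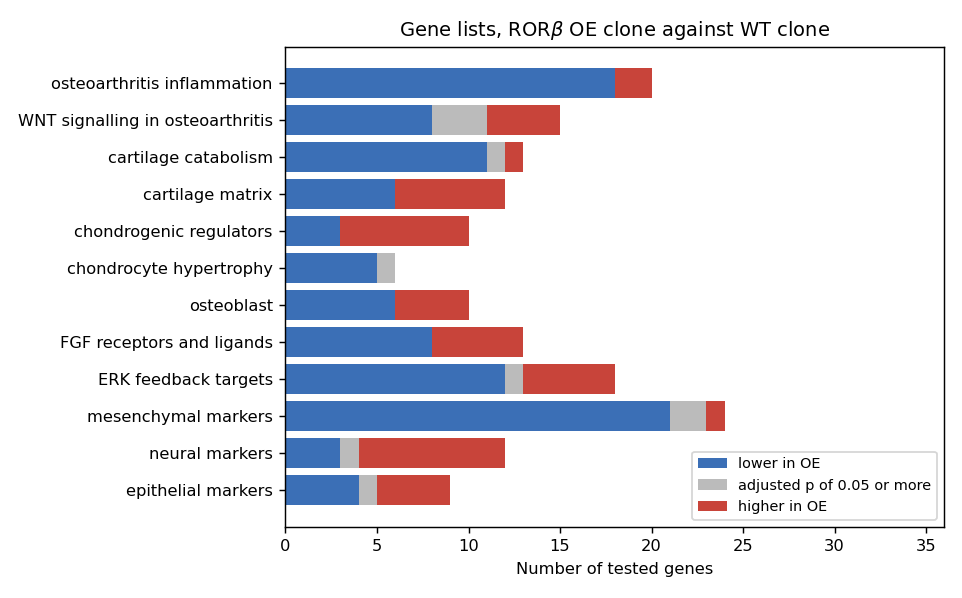
Number of tested genes (horizontal axis) of each gene list that were lower (blue) or higher (red) in the RORβ OE clone than in the WT clone at an adjusted p under 0.05, or did not pass (grey). The osteoarthritis inflammation bar holds 18 lower and 2 higher genes, and the mesenchymal bar 21 lower and 1 higher.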

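Regulators of cartilage formation were mostly higher in RORβ OE cells, although SOX9 was lower. Of 10 tested chondrogenic regulators, 7 were higher and 3 were lower (7 and 3 when adjusted over the list alone; camera adjusted p = 0.110). SOX6, a partner of SOX9 in cartilage, had 3 counts over the WT libraries and 802 over the OE libraries, a ratio of 225 (95% exact binomial interval 76.8 to 1094). BMPR1B, a receptor for bone morphogenetic proteins, rose by 4.73 on the log2 scale (standard error 0.36, adjusted p = 1.21e-06 from edgeR). SOX9, the master regulator of the chondrocyte lineage, fell by 1.15 (standard error 0.19, adjusted p = 0.000305), from 17.2 ± 4.61 to 7.72 ± 0.333 CPM (SD, n = 3). The other lower members were TRPS1 and ZNF219, of which ZNF219 did not pass with limma on TPM with 0.1 or 1 added (adjusted p of 0.300 and 0.290).
Osteoblast genes went both ways. Of 10 tested, 6 were lower and 4 were higher (6 and 4 when adjusted over the list alone; camera adjusted p = 0.343). RUNX2, the transcription factor that commits cells to bone, fell by 1.98 (standard error 0.19, adjusted p = 6.25e-06). COL1A1, the main collagen of bone, fell by 7.62 (standard error 0.27), from 4406 ± 1416 to 22.4 ± 2.89 CPM (SD, n = 3). TNFRSF11B, the RANKL decoy receptor osteoprotegerin, fell by 11.89 (standard error 0.52), and without OE replicate 1 it fell by 13.46. The higher members included ALPL, the alkaline phosphatase of mineralising cells (1.67, standard error 0.23, adjusted p = 0.000101), MSX2 and DLX5. DLX5 rose by 6.80, and by 7.56 without WT replicate 1.
Of 6 tested genes of chondrocyte hypertrophy, 5 were lower and none was higher (5 and 0 when adjusted over the list alone), while PTH1R, the receptor for parathyroid hormone, did not pass (0.12, standard error 0.30, adjusted p = 0.719). With limma on TPM + 1, 1 member was higher. The list has 11 members, and COL10A1, IHH, PANX3, SPP1 and IBSP were too low to be tested. Each had a mean of at most 0.0829 CPM in either clone, and COL10A1 had 4 counts over WT and 3 over OE. The lower calls therefore do not show the fall of a full hypertrophy programme. RUNX3, a transcription factor of hypertrophic cartilage, fell by 4.59 (standard error 0.14, adjusted p = 4.51e-09). VEGFA, the angiogenic factor of the growth plate, fell by 1.69 (standard error 0.34, adjusted p = 0.00121), and without WT replicate 1 it fell by 1.07. The camera adjusted p = 0.0469 of this list, and its adjusted p = 0.374 with an estimated correlation. It was 0.0597 with the replicate number as a block, 0.0508 with no filter on low counts, 0.0536 without OE replicate 2 and 0.0514 without OE replicate 3. Neural markers went both ways in the same libraries. Of 12 tested neural markers, 8 were higher, 3 were lower (TUBB3, ELAVL3 and UCHL1) and SNAP25 did not pass (8 and 3 when adjusted over the list alone; camera adjusted p = 0.111, or 0.0343 with no filter on low counts). NEFM, a neurofilament protein, was at 96.9 ± 5.16 CPM in OE against 2.77 ± 0.155 CPM in WT (SD, n = 3). All 5 tested markers of sympathetic neuroblastoma rose, also when adjusted over the list alone, among them GATA3 (3.72, standard error 0.24) and ISL1 (2.98, standard error 0.22), transcription factors of sympathetic neurons. Their camera adjusted p = 0.0357, with 0.0595 and 0.0721 on TPM with 0.1 or 1 added, and adjusted p = 0.280 with an estimated correlation.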

As further detailed below, the expression profiling results suggest that RORβ may play a protective role in chondrocytes to prevent development of OA.

**Fig 2:**
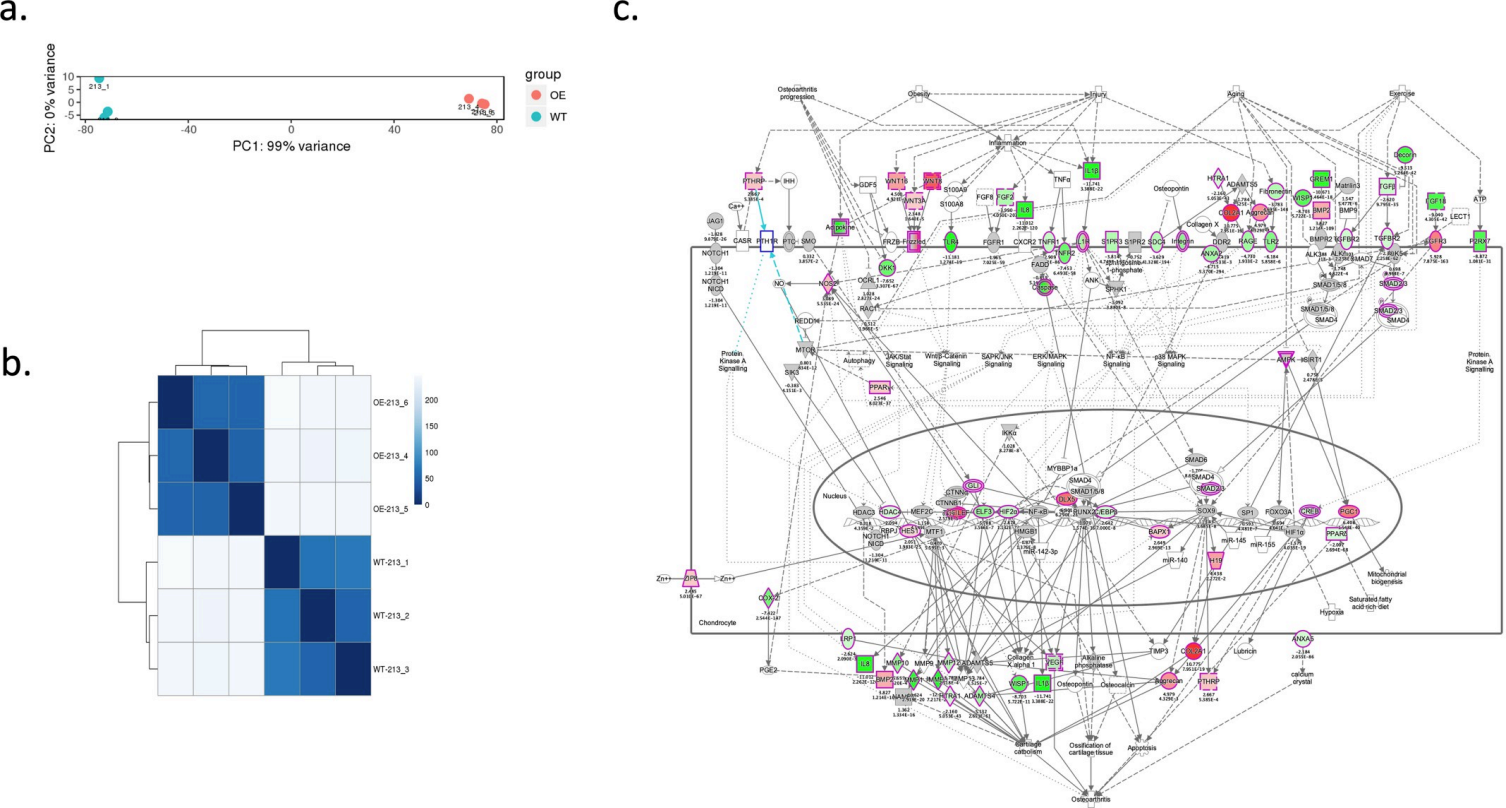
Differential gene expression sequence. **A)** principle component analysis (PCA) of wild type (213–1, 213–2, 213–3) and over expressing ROR*β* clone (213–4, 213–5, 213–6) in NextSeq 500. Each condition is labeled with a separate color allowing for a visual method for identifying sample outliers. ROR*β*OE cells and WT cells are colored in orange and green, respectively. **B) Heatmap of the sample to sample distance.** The scale is the Euclidean distance between two samples in multi-dimensional space which is also represented in different shades of blue. Each sample is most closely related to itself (with a Euclidian distance of 0) which explains the perfect relatedness (dark blue) along the diagonal. **c)** Suppression of osteoarthritis signaling pathway. mRNAseq data was analyzed using IPA program. The green color of genes represents significantly repressed fold changing genes on OE compared with WT and the red color of genes represent significantly increased fold changing genes on OE compared with WT in OA pathway signaling.

### RORβ expression suppresses osteoarthritis inducing genes

Aging and chronic inflammation are associated with increase in several critical genes associated with the induction of OA. Matrix metalloproteinases (MMPs) including ADAM metallopeptidase with thrombospondin type 1 motif 4 (ADAMTS4) and MMP3 and the proinflammatory cytokine IL6 are well characterized pathogenic genes for OA. Interestingly, increased expression of RORβ in MG63 cells suppressed the expression of these genes (**Fig 3A**) and we demonstrate that the cartilage damaging factor MMP3 was also reduced at the protein level (**Fig 3B**). These results suggest that RORβ may play an inhibitory role to prevent cartilage damage by suppression of chondrocyte degradation by blocking chondrocyte catabolic pathways.

**Fig 3:**
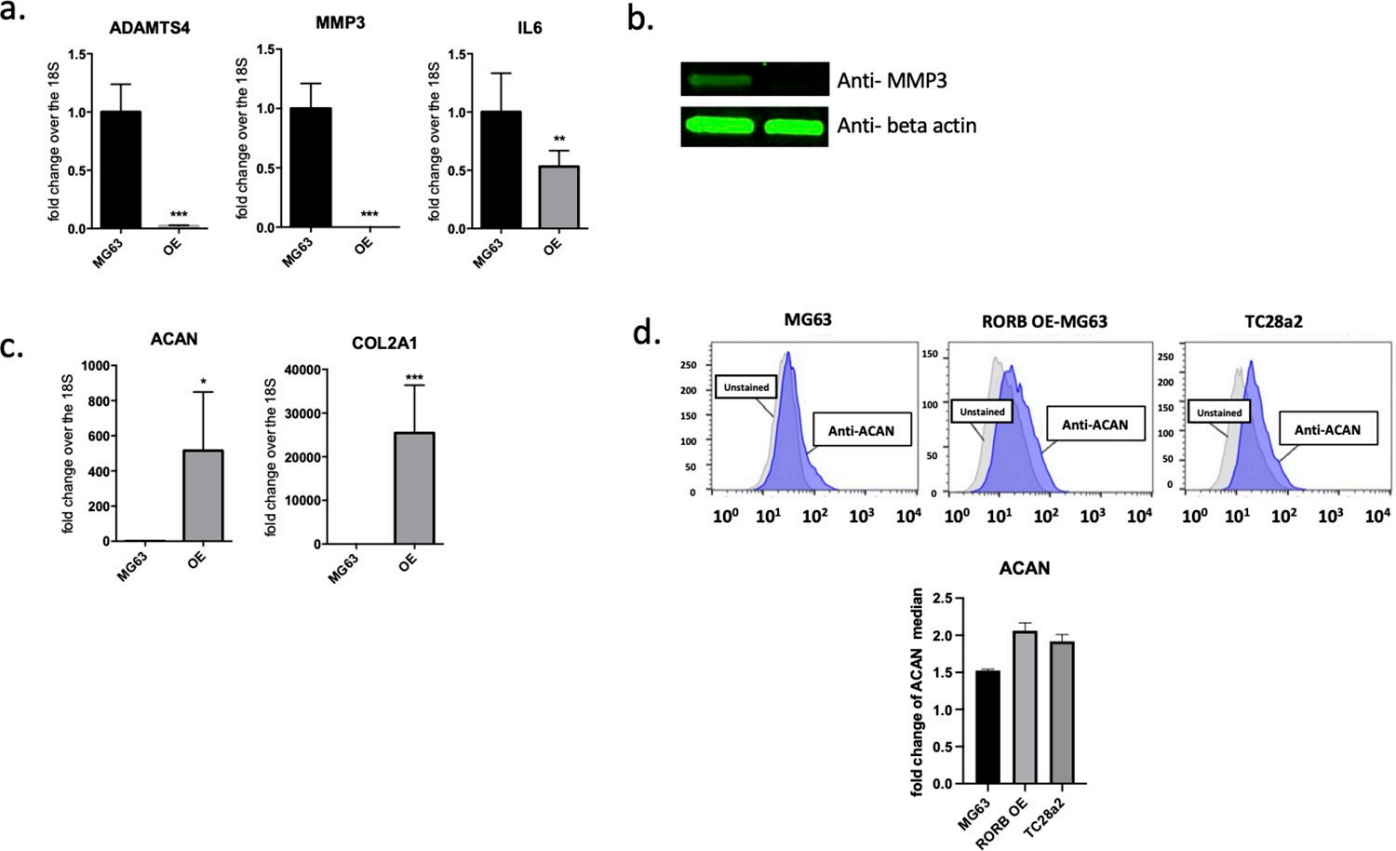
mRNA expression level for cartilage structure genes and cartilage destruction related genes. **a)** Relative mRNA expression for ADAMTS4, MMP3, and IL6 which are direct/indirect cartilage destructive genes and **b)** the protein expression of MMP3 in OE/MG63 clone. **c)** Relative mRNA expression for aggrecan (ACAN) and COL2A1 which is main structure of cartilage maintain and **d)** the protein expression of ACAN on OE/MG63 clone. TC28α2 cells were used for positive control and MG63 cells were used for negative control. Graph with gray color is isotype control.

### RORβ induces expression of articular cartilage structural genes

Articular cartilage is composed of collagens, proteoglycans, and non-collagenous proteins. Extracellular matrix proteoglycans and collagens play a critical role in the maintenance of articular cartilage structure by regulating chondrocyte proliferation and promoting cartilage repair [22]. Induction of OA is initiated by mechanical forces and inflammatory events that destabilize the normal coupling of synthesis and degradation of extracellular matrix proteins in both articular cartilage and subchondral bone. In the study presented here, we observed that the expression of the core structural genes in articular cartilage, aggrecan (ACAN) and collagen type II alpha (COL2A1), were increased by overexpressing RORβ in MG63 cells (**Fig 3C**). Additionally, we demonstrate that ACAN protein level was also increased when compared to the WT clone (**Fig 3D**). The levels of ACAN protein in RORβ OE MG63 cells was similar to that observed in TC28a2 cells, which are normal chondrocyte cells. Thus, RORβ inhibits the production of MMPs and increases the expression of extracellular matrix proteins, both of which would be protective to articular cartilage degradation.

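Proteases that degrade cartilage matrix were mostly lower in RORβ OE cells, while genes of the matrix itself went both ways. Of 13 tested genes of cartilage catabolism, 11 were lower and 1 was higher (11 and 1 when adjusted over the list alone; camera adjusted p = 0.00122). The camera adjusted p = 0.280 with an estimated correlation. MMP3, or stromelysin, had 1229, 5208 and 5845 counts in the WT libraries and 2, 0 and 0 in the OE libraries, a ratio of 7291 (95% exact binomial interval 2018 to 60213). MMP1, an interstitial collagenase, had 4301 counts in WT and 3 in OE, a ratio of 1702 (95% exact binomial interval 582 to 8257). All OE counts of both genes lay in replicate 1, and without it MMP3 was at least 3398-fold and MMP1 at least 1190-fold lower. Of 33 genes of at least 100 CPM in WT and at most 0.1% of that level on average over the OE libraries, 32 were highest in that library, at a median of 0.0871% of the WT level over the 33. ADAMTS4, an aggrecanase, fell from 14.3 ± 3.02 to 0.410 ± 0.0509 CPM (SD, n = 3), a log2 fold change of -5.13 (standard error 0.24, adjusted p = 4.75e-08 from edgeR). MMP14, a membrane-bound collagenase, fell by 8.75 (standard error 0.19, adjusted p = 1.25e-09). ADAMTS9, another member of the ADAMTS family, rose by 5.33 (standard error 0.25, adjusted p = 4.47e-08), from 0.367 ± 0.147 to 14.7 ± 0.750 CPM (SD, n = 3). ADAMTS1 and MMP13 were picked after their values were seen. ADAMTS1 did not pass (-0.02, standard error 0.23, adjusted p = 0.934), and MMP13, a collagenase of osteoarthritic cartilage, had 4 counts over WT and 2 over OE and was not tested. IL6, a proinflammatory cytokine, had 42, 17 and 17 counts in WT and 1, 2 and 1 in OE. It fell by 4.40 (standard error 0.70, adjusted p = 0.000247), and without WT replicate 1 it fell by 3.71.
Of 24 cartilage matrix genes, 12 were tested, of which 6 were higher and 6 were lower (6 and 6 when adjusted over the list alone; camera adjusted p = 0.982, downward). The list's median log2 fold change was above 0 and its mean below 0. COL2A1, the main collagen of articular cartilage, had 1 count over the WT libraries and 682, 957 and 606 in the OE libraries, a ratio of 1891 (95% exact binomial interval 339 to 74716), and was at least 447-fold higher without WT replicate 1. ACAN, the core protein of aggrecan, had no count in WT and 6, 10 and 5 counts in OE. It did not reach the minimum count for the test and was at least 5.9-fold higher (95% exact binomial lower limit 4.39). The authors' deposited table gives ACAN a log2 fold change of 4.98 (standard error 1.63, adjusted p = 0.00433 from DESeq2). COL9A3, a chain of type IX collagen, rose by 2.59 (standard error 0.37, adjusted p = 0.000130), or by 3.30 without WT replicate 1. The 6 lower genes include BGN, DCN and LUM, which encode small leucine-rich proteoglycans. BGN (biglycan) fell by 12.40 (standard error 0.44), and without OE replicate 1 it fell by 14.01. LUM (lumican) fell by 4.07 (standard error 0.40), and without WT replicate 1 it fell by 3.41. On GRCh38, MMP3 lies on chromosome 11 from 102835801 to 102843803, ADAMTS4 on chromosome 1 from 161184308 to 161199056 and IL6 on chromosome 7 from 22725884 to 22732002. ACAN lies on chromosome 15 from 88803442 to 88875354 and COL2A1 on chromosome 12 from 47972965 to 48004554.
A list of 4 genes known as lost in MG63 moved with the clone as well: all 4 were higher in OE, also when adjusted over the list alone (camera adjusted p = 0.0145, and adjusted p = 0.280 with an estimated correlation). CDKN2A, which encodes inhibitors of the cell cycle, had 1 count over the WT libraries and 9950 over the OE libraries, a ratio of 8380 (95% exact binomial interval 1504 to 331035), and was at least 1829-fold higher without WT replicate 2. From the lower MMP expression and the higher expression of extracellular matrix genes in OE cells, which it measured by RT-qPCR and at the protein level (Fig 3), the paper concludes that RORβ would protect articular cartilage from degradation.

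**Figure D2:**
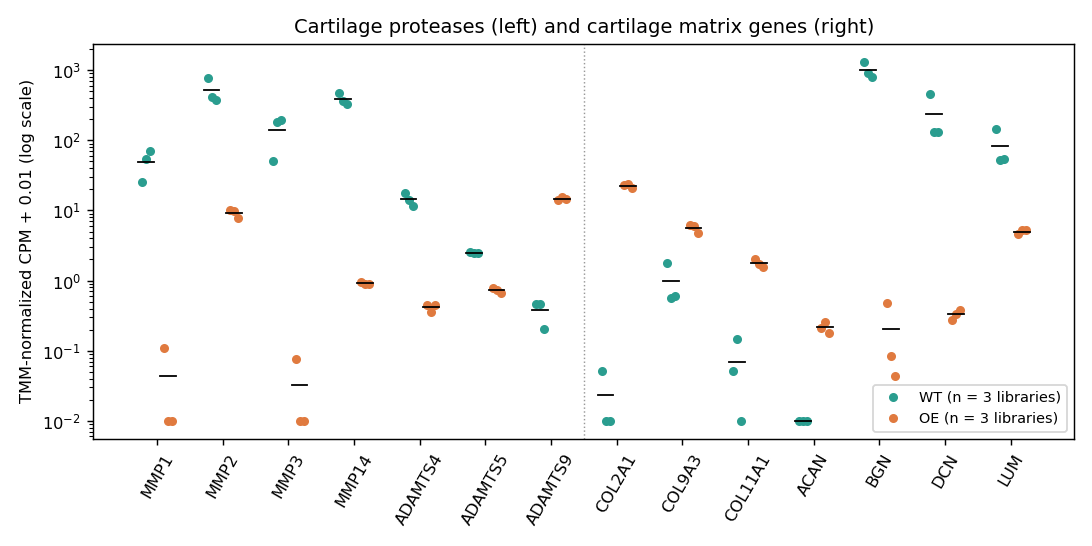
CPM scaled by TMM factors plus 0.01 (vertical log axis) of 7 proteases and 7 cartilage matrix genes in each WT (green) and OE (orange) library, with a black line at the mean of 3 libraries. ADAMTS4 lies near 14.3 CPM in WT and 0.410 in OE, and ADAMTS9 near 0.367 and 14.7, while the WT points of ACAN and the OE points of MMP1 and MMP3 with no count sit at the floor of the axis.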

### RORβ expression balances FGFR signaling

Fibroblast growth factor (FGF) signaling has a role in growth and homeostasis of joint related cells, including articular chondrocytes, synovial cells, and osteogenic cells and aberrant FGF signaling contributes to the progression of OA [23]. Genetic inhibition of FGFR1 in knee cartilage attenuates cartilage degradation by the RAF-MEK-ERK and PKCd-p38 pathways [24] and conditional deletion of FGFR3 in mice aggravated DMM-induced cartilage degeneration [25]. In addition, FGF18 attenuates cartilage degradation through FGFR3/PI3K-AKT signaling [26]. As shown in **Fig 4A**, stable expression of RORβ reduced the ratio of FGFR1/FGFR3 towards a protective profile. This alteration of FGFR signaling correlates with changes in phosphorylation of ERK1 (decreased) and AKT (increased) as expected (**Fig 4B)**.

**Fig 4:**
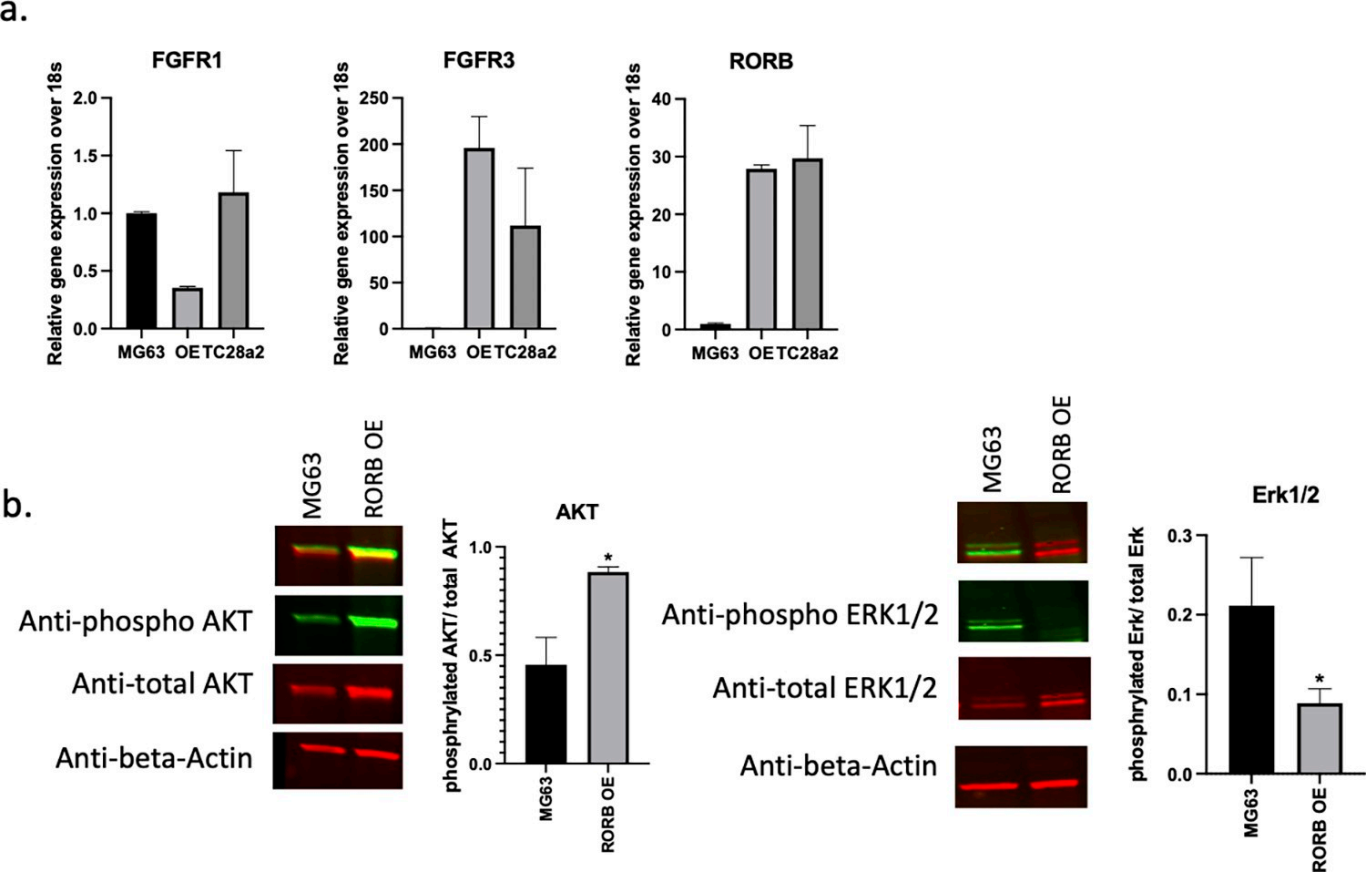
Reduction of FGFR1 expression and Erk signaling and enhanced FGFR3 expression and Akt signaling in ROR*β* OE cells. **a)** Relative mRNA expression of FGFR1 and FGFR3 along with RORβ. **b)** The expression of phosphorylated Erk1/2 and phosphorylated Akt in ROR*β* over expressing MG63 cells.

### RORβ protects against IL-1β mediated inflammation and inhibits basal protease production

IL-1β is an essential mediator of acute joint inflammation induced by physical injuries and it plays a critical role in cartilage degradation. Induction of IL-1β increases the expression of catabolic matrix enzymes such as MMPs and ADAMTS, as well as the pro-inflammatory cytokine IL-6 which ultimately leads to cartilage matrix degradation [27–29]. Here we demonstrate that stable expression of RORβ suppressed IL-1β induced expression of *IL6*, *MMP3* and *ADAMTS4*. Additionally, expression of RORβ downregulates expression of *MMP3* and *ADAMTS4* as compared to WT control cells (**Fig 5**).

**Fig 5:**
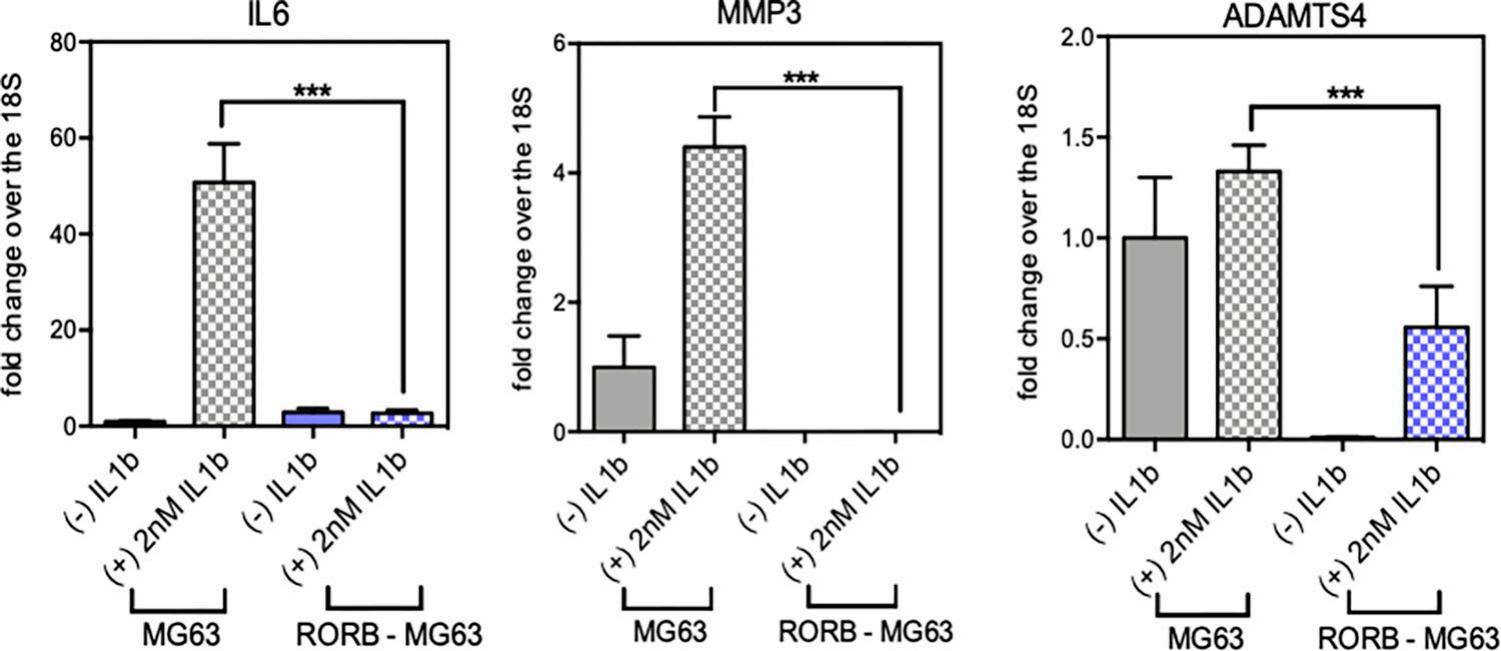
Suppression of IL1*β* stimulated genes in hROR*β*/MG63 clone. Inflammatory cytokine IL1β was treated into WT or OE ROR*β*/MG63 cells for 24 hr with 2nM. The mRNA expression level of IL6, MMP3 and ADAMTS4 was significantly increased by IL1 stimulation but it was protected in RORβ OE cells. The ROR*β* expression did not affect by IL1β stimulation.

## Conclusions

Development of OA impairs the biomechanical properties of articular cartilage eventually leading to irreversible loss of cartilage resulting in debilitating joint pain and swelling. Owing to the limited regenerative capacity of articular cartilage, advanced surgical techniques have been usually required for repair of damaged cartilage [30, 31]. Risk factors for the development of OA include age, obesity, physical injury, and low-grade systemic inflammation where pro-inflammatory mediators such as IL-6 and TNFα can exacerbate cartilage erosion [32, 33]. While the pathogenesis of OA remains unclear, hypertrophic chondrocyte differentiation, reduced proliferation, dysregulated apoptosis, combined with the loss of collagen, proteoglycans and cartilage integrity are associated with the development of OA [3].

An important observation in patients with OA is the upregulation of FGFR1 expression which appears to accelerate matrix degradation by inducing the expression of RUNX2 /ELK1 and consequent downregulation of FGFR3 in articular cartilage. Furthermore, pharmacological inhibition of FGFR1 attenuates progression of disease in a mouse model of OA [10] and FGFR3 deficiency in myeloid cells enhances CXCRL12 dependent chemotaxis via CXCR7 (CXC-chemokine receptor 7), thereby leading to the exacerbation of joint destruction [34]. In this study we demonstrate that the nuclear receptor RORβ balances FGFR1/R3 signaling towards that favorable for cartilage stability by suppressing FGFR1 expression and amplifying that of FGFR3. 

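FGFR1 mRNA was lower and FGFR3 mRNA was higher in RORβ OE cells. FGFR1, the receptor that the paper ties to cartilage destruction, fell from 95.05 ± 5.15 to 33.0 ± 3.33 TPM (SD, n = 3), a log2 fold change of -1.98 in the counts (standard error 0.11, adjusted p = 1.13e-07 from edgeR). FGFR3, the receptor it ties to cartilage protection, rose from 0.976 ± 0.283 to 79.8 ± 12.0 TPM (SD, n = 3), a log2 fold change of 5.91 in the counts (standard error 0.22, adjusted p = 1.23e-08). On TPM with 0.1 added, which carry no TMM factors, limma gave -1.53 for FGFR1 and 6.24 for FGFR3. The FGFR1/FGFR3 ratio of the authors' TPM was 80.6, 94.5 and 132 in WT replicates 1, 2 and 3 and 0.418, 0.384 and 0.448 in OE replicates 1, 2 and 3. The mean log2 ratio differed by -7.91, which is 241-fold lower in OE (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). FGFR1 lies on chromosome 8 of GRCh38 from 38400215 to 38468834 and FGFR3 on chromosome 4 from 1793293 to 1808872.
FGF receptors and ligands changed in both directions. Of 13 tested, FGFR1 and FGFR3 included, 8 were lower and 5 were higher (8 and 5 when adjusted over the list alone; camera adjusted p = 0.343). FGFR2 rose by 3.90 (standard error 0.15, adjusted p = 1.57e-08). The ligand FGF18, which acts through FGFR3 in cartilage, fell by 8.96 (standard error 0.54, adjusted p = 2.50e-07), from 32.4 ± 15.3 to 0.0647 ± 0.0386 CPM (SD, n = 3). FGF7 fell by 7.52 (standard error 0.42). The remaining higher members were FGF9, FGF13 and the adaptor FRS3.
Of 18 tested targets of ERK signalling, 12 were lower, 5 were higher and DUSP4 did not pass (12 and 5 when adjusted over the list alone). The camera adjusted p = 0.0372, with 0.0531 under the replicate number as a block, and adjusted p = 0.460 with an estimated correlation. FOSL1, an AP-1 subunit that ERK stabilises, fell by 8.64 (standard error 0.41, adjusted p = 5.37e-08). SPRY1, a feedback inhibitor of the pathway, rose by 4.49 (standard error 0.27, adjusted p = 2.77e-07), and SPRY2 by 1.82 (standard error 0.21). SPRY4, of the same family, had 2146 counts in WT and 3 in OE, a ratio of 849 (95% exact binomial interval 290 to 4122), and of 1523 without OE replicate 2. ELK1, an ERK-regulated transcription factor, rose by 0.37 (standard error 0.11, adjusted p = 0.0109), but by 0.29 with an adjusted p = 0.0506 without WT replicate 3. Of the chemokine CXCL12 and its receptor CXCR7 (ACKR3), the first fell by 6.02 (standard error 0.36) and the second fell by 8.09 (standard error 0.30). Without OE replicate 1 ACKR3 fell by 8.87.
Markers of embryonic kidney lines went both ways in the same OE libraries. Of 14 tested, 8 were higher, 3 were lower and 3 did not pass (8 and 3 when adjusted over the list alone). The camera adjusted p = 0.111, with 0.0450 under no filter on low counts and 0.0442 under a minimum of 1 CPM. LIN28B, an RNA-binding protein of embryonic cells, rose by 9.41 (standard error 0.25, adjusted p = 2.03e-09). PEG10, ZIC2 and MSX1 did not pass.

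**Figure D3:**
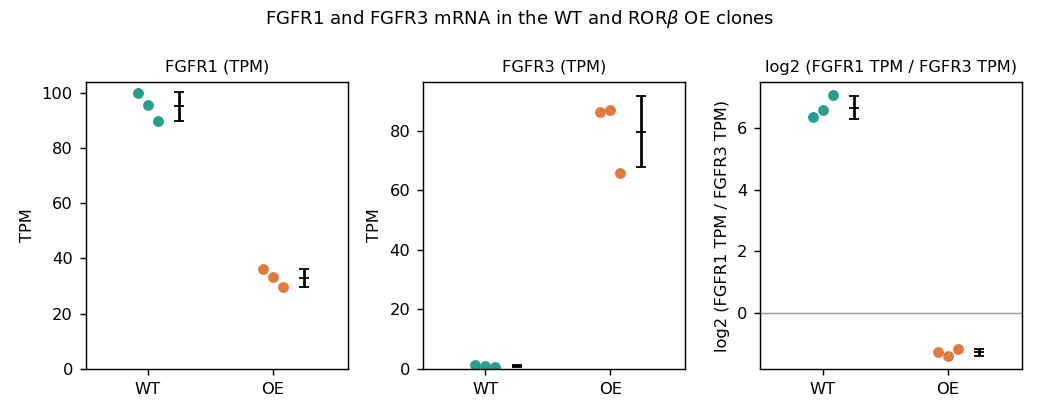
TPM of FGFR1 (left) and FGFR3 (middle) and the log2 of their ratio (right) in each WT (green) and OE (orange) library, with the mean ± SD of 3 libraries beside the points. FGFR1 falls from 95.05 to 33.0 TPM, FGFR3 rises from 0.976 to 79.8 TPM, and the log2 ratio lies above 0 in the WT libraries and below 0 in the OE libraries.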

While it remains unclear how RORβ regulates the balance of FGFR1/3 expression, the results presented here suggest RORβ is an important transcription factor controlling a gene program that is protective against articular cartilage damage. Future studies focused on understanding the mechanism of RORβ’s control of FGFR1/3 modulation in chondrocytes and murine models of OA could lead to the identification of novel therapeutics and drug targets for the prevention and or treatment of OA.

## Supporting information

S1 Table Primer sequences.

# Supplementary material for: RORβ modulates a gene program that is protective against articular cartilage damage
**Source:** PLoS One. 2022 Oct 13;17(10):e0268663. doi: 10.1371/journal.pone.0268663
**Supplement:** S1 Table

**S1 Table 1.** **Primer sequences**.

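The table gives the forward and reverse primers of the RT-qPCR assays behind the relative mRNA levels in Figs 1, 3, 4 and 5, in which a pair measures a gene only if both primers match its transcripts. The 8 pairs for protein-coding genes were searched in the GENCODE transcripts of GRCh38, and 7 matched the gene they are meant for. The RORB pair spans 153 bp, the ADAMTS4 pair 83 bp, the IL6 pair 118 bp and the COL2A1 pair 79 bp. The pair listed for FGF1 matches FGFR1, in products of 123 to 274 bp over 14 transcripts, and the pair listed for FGF3 matches FGFR3, in a product of 145 bp. The pair listed for MMP3 has the same sequences as the pair listed for ACAN, ACTTCCGCTGGTCAGATGGA and TCTCGTGCCAGATCATCACC. Both match 6 transcripts of ACAN, in a product of 111 bp, and none of MMP3.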

| qPCR primers | Sequences |
| --- | --- |
| hRORb F | ACTAAAGCTGACGCCACTGC |
| hRORb R | TGGGCAGGAATAAGAAGCAT |
| hADAMTS4 F | GCAACGTCAAGGCTCCTCTT |
| hADAMTS4 R | CTCCACAAATCTACTCAGTGAAGCA |
| hMMP3 F | ACTTCCGCTGGTCAGATGGA |
| hMMP3 R | TCTCGTGCCAGATCATCACC |
| hIL6 F | AGCCACTCACCTCTTCAGAAC |
| hIL6 R | GCCTCTTTGCTGCTTTCACAC |
| hACAN F | ACTTCCGCTGGTCAGATGGA |
| hACAN R | TCTCGTGCCAGATCATCACC |
| hCOL2A1 F | GGCAATAGCAGGTTCACGTACA |
| hCOL2A1 R | CGATAACAGTCTTGCCCCACTT |
| hFGF1 F | GCACATCCAGTGGCTAAAGCAC |
| hFGF1 R | AGCACCTCCATCTCTTTGTCGG |
| hFGF3 F | TCCATCTCCTGGCTGAAGAACG |
| hFGF3 R | TGTTCTCCACGACGCAGGTGTA |
| h18S F | GTA ACC CGT TGA ACC CCA TT |
| h18S R | CCA TCC AAT CGG TAG TAG CG |

How the deposited data were processed for this re-analysis (not part of the article)

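RNA from 1 RORβ OE clone and 1 WT clone of MG63 cells was sequenced, with 3 libraries per clone, which make up all samples of the series. The sequencing depth was 25686819 to 35213014 counts per library. With 3 libraries per clone, the smallest p that an exact two-sided permutation test can give is 0.1.

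The authors made the deposited counts by trimming reads with Flexbar, aligning them with TopHat and counting reads per gene with HTSeq. The methods and the submitters' processing notes name different versions of HTSeq, of which the notes give 0.9.1, with R 3.4.0 and DESeq2 1.16.1. The counts are raw whole numbers per gene. The authors also deposited a signal table, in which each library's counts are divided by 1 DESeq2 size factor, and a table of TPM, which scales counts by gene length and to a fixed total per library. The gene lengths behind the TPM are not given in the sources used here. The authors' deposited table of the comparison holds DESeq2 log2 fold changes with their standard errors, the Wald statistic as a score, and p-values with their Benjamini-Hochberg adjustment. Of these tables, the counts were used for the tests across genes, the TPM for the FGFR1/FGFR3 ratio and for alternatives, and the comparison table to set calls side by side. In the authors' table 11863 of the 12287 calls made here were also called with the same direction, and 0 with the opposite direction. No column was left out.

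The counts were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr with a minimum count of 10, TMM factors, a quasi-likelihood fit with the clone as its only term, Benjamini-Hochberg adjustment). Of 46020 genes, 26090 had a count and 15897 were tested. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Levels in CPM use the TMM-adjusted library totals. Gene sets were tested with camera of limma 3.58.1, with a preset correlation of 0.01 between genes and p-values adjusted over the lists. Principal components over the 500 genes of highest variance, and distances over all genes, used the variance-stabilised counts of DESeq2 1.42.0. Gene positions and primer matches come from the GENCODE annotation of GRCh38, found by gene symbol, since the human build behind the counts is not given in the sources used here. Tables were handled with Python 3.11.15 and pandas 2.3.3.

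The 21 gene lists, the design of each test and the alternatives were fixed at the start. The lists are cartilage catabolism, osteoarthritis inflammation, cartilage matrix, chondrogenic regulators, chondrocyte hypertrophy, osteoblast, FGF receptors and ligands, ERK targets, clock and ROR, WNT signalling, proliferation, housekeeping, genes lost in MG63, and markers of mesenchymal, epithelial, neural, embryonic kidney line, sympathetic neuroblastoma, hepatocyte, haematopoietic and endothelial cells. They were written from textbook knowledge and the paper's text. That text reports the direction of some members in these clones, such as MMP3, ADAMTS4, IL6, COL2A1, ACAN, FGFR1 and FGFR3. Some genes are in more than 1 list, such as NEFM, NEFL, TUBB2B, KRT8, KRT18 and UCHL1. The mesenchymal markers are genes that bone-derived cells such as MG63 express. Genes were named by a rule fixed at the same time. It takes the genes the paper names, the 10 highest and 10 lowest log2 fold changes among called genes with a mean of at least 10 CPM in the higher clone and no overlap between the clones, and in each list the 3 highest and 3 lowest called members with a mean of at least 1 CPM in the higher clone. It also takes the genes lost in MG63. The values that Fig 2C prints had been seen before the rule was written. Some of the genes that the rule takes are not reported here. Other genes named in the text were chosen after their values were seen. Among the 10 highest, VPS9D1-AS1 is antisense to another gene, the strand setting of the counting is not given in the sources used here, and HLA-DQB1 has close paralogs, so the counts of both are uncertain.

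The same-numbered replicates of the clones deviated together from their clone's mean over genes, with correlations of 0.301, 0.176 and 0.466 for replicates 1, 2 and 3. Between libraries of different numbers the correlations ran from -0.346 to 0.0942. The numbers may thus pair the libraries, but this was not tested. The possible pairing comes from the data, and the sources used here name no shared day or batch. The replicate number as a block was an alternative.

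The alternatives were DESeq2, RLE and upper-quartile factors, no filter on low counts, a minimum of 1 CPM in 3 libraries, the replicate number as a block, limma on log2 TPM with 0.1 or 1 added, a test against a 2-fold change, an estimated correlation between genes for camera, other transformations and genes for the principal components and distances, raw counts or added TPM for the FGFR1/FGFR3 ratio, and leaving out each library in turn. Before use, the tests were run on simulated counts for the 15897 genes of this comparison, of which 100 were changed by 2-fold and 100 by 4-fold. The edgeR test recovered 85% of the first and 97% of the second, with 5.70% false calls, and DESeq2 recovered 79% and 95%, with 4.92% false calls. In the data 77.3% of the tested genes were called, a far larger share than was changed in the simulation. These rates therefore do not show how the tests perform on changes this broad. The RT-qPCR, western blot and IL-1β measurements of the paper were not analysed here. The pathway analysis of Fig 2C was not repeated.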

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

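The tests of reads carried over between libraries, and the repeat over chromosomes 1 to 22, were chosen after the result was seen, and the other tests were set before. The genes in this part were picked out because the paper does not report on them and their level differs from that in the WT clone, which serves as the control.

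CDKN2A, CDKN2B and MTAP are neighbours on chromosome 9 that are known as deleted in MG63. In the OE libraries CDKN2A was at a mean of 98.95 CPM and CDKN2B at 9.97 CPM. CDKN2B had 1 count over the WT libraries and 989 over OE, a ratio of 833 (95% exact binomial interval 149 to 32934; at least 182-fold without WT replicate 2). MTAP was counted in both clones, at 309, 532 and 612 counts in WT and 1872, 2104 and 2010 in OE, and rose by 1.84 on the log2 scale (standard error 0.18, adjusted p = 6.94e-06 from edgeR). LIN28B was at 100.5 CPM and SOX2, a factor of stem and neural cells, at 12.4 CPM in OE. In addition, 67 genes had at most 3 counts over the WT libraries and at least 10 CPM in OE, 105 genes had the reverse, and 21 of 24 mesenchymal markers were lower in OE.

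The first pattern is that the clones differ over most of the transcriptome, with 12287 of 15897 genes called (77.3%), of which 896 were at least 32-fold higher and 825 at least 32-fold lower. The choice among TMM, RLE and upper-quartile factors as the whole cause is argued against. Under the last 2, 95.3% or more of the calls of at least 2-fold kept their call, direction and size. With limma on TPM, which uses no TMM factors, 86.3% (0.1 added) and 72.8% (1 added) kept them. A scaling error that all 3 kinds of factor share would not show in this test. If the OE libraries came from another cell line than MG63, through a mislabelled or cross-contaminated culture, genes deleted in MG63 would be read in OE and not in WT; 2 of the 3 tested (CDKN2A and CDKN2B, but not MTAP) had at most 1 count in every WT library and over 1 CPM in every OE library, which is consistent with that explanation. A loss of both genes in the WT clone alone would give the same values, but only if the deletion is not one of the whole MG63 line. RORB over-expression cannot be told apart from the clone, because the design has 1 clone per arm. If CDKN2A and CDKN2B are deleted in the MG63 line, over-expression could not restore them. In that case their 9950 and 989 counts over OE argue against it for these 2 genes. The OE cells would then not be of that line, and the rest of the pattern would compare 2 lines. Any effect of RORB over-expression could not be parted from that difference. If the deletion is not one of the whole line, over-expression stays open for the rest of the pattern as the paper's explanation.

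The second pattern is that the median log2 fold change differs between chromosomes, which different chromosome content of the clones may explain. The SD over chromosomes of the median log2 fold change was 0.415, against a highest value of 0.129 in 1000 shuffles of the genes over the chromosomes. Over chromosomes 1 to 22 it was 0.323, against a highest of 0.118, with medians from -0.58 on chromosome 8 to 0.60 on chromosome 4. The shuffles move genes singly and so break any link between neighbouring genes. An SD above them shows that the medians differ by chromosome, but not that chromosome content is the cause. Both a derived clone of MG63 and another line could differ in this way, so the test does not part them, and an effect of RORB over-expression is again confounded with the clone.

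The third pattern is low counts in OE replicate 1 of genes that are abundant in WT. Of 33 genes of at least 100 CPM in WT and at most 0.1% of that level on average over OE, a selection that treats the OE libraries alike, 32 were highest in OE replicate 1, 0 in replicate 2 and 1 in replicate 3, at medians of 0.0871%, 0.00995% and 0.00415% of the WT level. Over 21 genes of at most 0.02% of the WT level in OE replicates 2 and 3, which does not bound replicate 1, the upper quartile of the shares in OE replicate 1 was 1.88 times the lower, which is in line with reads or cells carried over from WT in 1 fixed share. In the reverse direction, of 19 genes of at least 30 CPM in OE and at most 0.1% of that level on average over WT, 12 were highest in WT replicate 2, 3 in replicate 1 and 1 in replicate 3, and 3 had no count in WT. Over 11 genes of at most 0.02% of the OE level in WT replicates 1 and 3, the upper quartile of the shares in WT replicate 2 was 9.28 times the lower. Only 8 of these 11 genes had a count in WT replicate 2. At so few counts sampling noise alone can spread the shares, so this ratio cannot decide on 1 fixed share there. No biological explanation was tested.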

How the results depend on the processing

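With edgeR, the clones gave 12287 called genes, and the highest number in the 9 other splits of the 6 libraries into 3 and 3 was 0 (at most 131 at an unadjusted p under 0.05, and at most 12 with DESeq2). In all, 1 of 10 splits reached the real number, and 10 splits are too few for a share under 0.05. The 3 other splits that part all same-numbered pairs also gave 0, and mix the clones, unlike the real one. The RORB level rose under every alternative (log2 fold change 2.69 with limma on log2(TPM + 1) to 4.14 without WT replicate 1), and the FGFR1/FGFR3 ratio was lower in OE under every alternative (log2 difference -8.07 to -6.85). Over 121 tested named genes and all alternatives, 1672 values kept direction and call, 17 kept the direction only and 2 turned. Both were the log2 fold change of ARNTL, at 0.11 and 0.10 with limma on log2 TPM (0.1 and 1 added), whose adjusted p over its alternatives ran from 0.0216 to 0.455. These 2 settings use no TMM factors. The genes changed at least 2-fold, lower in OE, numbered 2173 with limma on log2(TPM + 1). With an estimated correlation, no list was called: the adjusted p was 0.280 for cartilage catabolism, osteoarthritis inflammation, sympathetic neuroblastoma and the genes lost in MG63, 0.287 for mesenchymal markers, 0.374 for hypertrophy and 0.460 for ERK targets. Hypertrophy was at 0.0508 with no filter, at 0.0597 with the replicate block and at 0.0284 to 0.0536 with 1 library left out, and ERK targets at 0.0531 with the replicate block. The block changed no other call of a list test or tested named gene. Sympathetic neuroblastoma was at 0.0595 and 0.0721 on TPM. With no filter neural (0.0343) and embryonic kidney line markers (0.0450) were called, and with a minimum of 1 CPM embryonic kidney line (0.0442) and endothelial markers (0.0366). The first component held 99.2% on log2 CPM and 95.1% over all genes. The distance between clones was 241 with rlog, 325 on log2 CPM and 120 over 500 genes. The cause was not tested, apart from fewer genes entering the last. Depth limits genes such as ACAN, IL6 and MMP13, with under 100 counts over either clone.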

Differences from the paper's values

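The paper's values are RT-qPCR levels relative to WT read by eye from bar charts, whose legends do not name the kind of error bar, and the values here are folds in sequencing counts of OE over WT, so that the assays differ. RORB was 14.9-fold higher here, against the paper's about 2800-fold in Fig 1B, read by eye, and about 28-fold in Fig 4A, read by eye. None of the alternatives set before the data were examined reached either value. FGFR3 was 59.7-fold higher here, against the paper's about 200-fold in Fig 4A, read by eye, which none of these alternatives reached. COL2A1 had a ratio of 1891 here, against the paper's about 26000 in Fig 3C, read by eye. Without WT replicate 1 there was no count in WT, and the value is a lower bound of at least 447-fold. A lower bound below the paper's value cannot decide whether the 2 differ. Under the other alternatives the value stayed below the paper's by more than the error. The ratio rests on 1 count in WT, and its 95% exact binomial interval of 339 to 74716 contains the paper's value. IL6 was at 0.0408 of its WT level here (0.0764 without WT replicate 1), against the paper's about 0.53 in Fig 3A, read by eye. Of the alternatives, limma on log2(TPM + 1) came within the paper's value, at 0.454, and no other did. IL6 was at 2.71, 0.932 and 0.898 TPM in WT replicates 1, 2 and 3. Adding 1 TPM to levels this low by itself draws the ratio towards 1, so this setting does not speak for the paper's value. In Fig 5, without IL-1β, the paper's IL6 level in OE is about 3 times that in WT, read by eye, which goes the other way than the 0.0408 here, and no alternative reached it.

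ACAN, which the paper reports as higher in OE, was not tested here under the minimum count. With no filter on low counts and with DESeq2, both set before the data were examined, it was tested and called higher (log2 fold changes of 5.72 and 4.98, adjusted p of 0.000447 and 0.00443). The authors' deposited table calls it higher too. FGFR1, ADAMTS4 and the log2 fold changes that Fig 2C prints for FGFR1, FGFR3, COL2A1, IL1B and TLR4 differed from the values here by less than the larger error or by less than 1.5 times, and the share of the first component in Fig 2A matched.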

Other observations

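Genes of the circadian clock went both ways in RORβ OE cells. Of 16 tested genes of the clock and the ROR family, 7 were higher, 4 were lower and 5 did not pass (7 and 4 when adjusted over the list alone; camera adjusted p = 0.607, from edgeR counts and limma), and the lower ones numbered 1 or 2 with limma on TPM with 0.1 or 1 added. RORA, another receptor of the ROR family, rose by 2.39 (standard error 0.25, adjusted p = 1.28e-05). BHLHE41, a repressor of the clock, rose by 5.47 (standard error 0.28, adjusted p = 8.28e-08). ARNTL, which encodes the clock protein BMAL1 that the paper names as a target of the RORs, fell by 0.34 (standard error 0.13, adjusted p = 0.0299), and was at 0.11 with limma on TPM with 0.1 added. It did not pass without WT replicate 2 or 3 or OE replicate 1 or 2 (adjusted p of 0.0525, 0.0543, 0.0653 and 0.104), with upper-quartile factors (0.156) or with no filter (0.0874). NR1D1, another ROR target, fell by 1.19 (standard error 0.18, adjusted p = 0.000195). NOTCH1, which the paper names among candidate markers of chondrocyte progenitor cells, fell by 1.31 (standard error 0.18, adjusted p = 7.58e-05).

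Genes used as internal references changed too. Of 12 housekeeping genes, 7 were lower, 3 were higher and 2 (RPLP0 and GUSB) did not pass (7 and 3 when adjusted over the list alone; camera adjusted p = 0.320), and 4 were lower and 5 higher with limma on TPM. ACTB, whose protein was the loading control of the western blots, fell by 1.91 (standard error 0.10, adjusted p = 1.19e-07 from edgeR), from 4780 ± 321 to 1268 ± 129 CPM (SD, n = 3). HPRT1, a purine salvage enzyme, rose by 2.49 (standard error 0.13), and B2M, the light chain of MHC class I, fell by 3.18 (standard error 0.18). Of 14 proliferation genes, 5 were lower, 0 were higher and 9 did not pass (5 and 0 when adjusted over the list alone; camera adjusted p = 0.343). With the replicate block, upper-quartile factors or no filter, and without WT replicate 2 or OE replicate 3, 1 was higher. With limma on TPM, which uses no TMM factors, 3 were lower and 8 higher. PLK1, a mitotic kinase, fell by 0.96 (standard error 0.12, adjusted p = 5.54e-05).

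Of 9 tested epithelial markers, 4 were higher, 4 were lower and CLDN4 did not pass (4 and 4 when adjusted over the list alone; camera adjusted p = 0.982, upward, with a median above 0 and a mean below 0), and 2 were higher under a minimum of 1 CPM. CDH1, or E-cadherin, rose by 5.41 (standard error 0.29, adjusted p = 1.11e-07 from edgeR), while KRT7 had 6254 counts in WT and 2 in OE (a ratio of 3713, 95% exact binomial interval 1027 to 30664; at least 1730-fold without OE replicate 1). Of 5 tested haematopoietic markers, 3 were higher (LCP1 and WAS among them) and 2 were lower (CD14 and CORO1A; 3 and 2 when adjusted over the list alone; camera adjusted p = 0.408), with 1 higher under a minimum of 1 CPM. CORO1A did not pass with limma on TPM (adjusted p of 0.200 and 0.166 with 0.1 and 1 added), which leaves 1 lower. Of 5 tested endothelial markers, PECAM1, CDH5 and ERG were lower and KDR and ESAM did not pass (0 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.111), with 5 lower under no filter and 1 higher with limma on TPM. ERG fell by 7.41 (standard error 0.29). Of the hepatocyte markers only AFP was tested, and it was lower, with 533 counts in WT and 2 in OE (a ratio of 316, 95% exact binomial interval 87.2 to 2620; at least 126-fold without OE replicate 2), also when adjusted over the list alone. With no filter 3 were lower. IRS4, an adaptor of insulin signalling, was among the largest rises, at 616 ± 21.9 CPM in OE against 0.0947 ± 0.130 in WT (SD, n = 3), a log2 fold change of 12.59, with 14.74 without WT replicate 2 and 11.96 without WT replicate 3.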
